A study of Homo sapiens with 6 samples.

How the data were processed

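The series holds 6 FLASH-seq libraries from HEK293 Flp-In T-Rex cells, an established human embryonic kidney line in which a transgene can be switched on with tetracycline. FLASH-seq maps the RNA that is crosslinked by ultraviolet light to a purified protein. The bait proteins were GFP, HSPA1A and HSPA8, each carrying a tandem FLAG and HBH tag, with 2 biological replicates per bait. Per the labels' protocols, expression was induced with 1 µg/ml tetracycline and cells received UV-C light. The dose is left out because the unit in the labels is in doubt. The tagged protein was then purified on nickel and streptavidin beads, and the bound RNA was trimmed with RNase I.

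The deposited files analysed here are 4 peak lists, covering both replicates of HSPA1A and both replicates of HSPA8. Peaks of the GFP libraries were not analysed here, so no value below has a background measured in a control bait. Per the labels, random tags in the adapters were used to merge PCR duplicates and separate tags marked the replicates. Each list belongs to 1 replicate, so the lists of a bait can be set against each other. The aligner, the peak caller, its threshold and the treatment of reads that match several places are stated neither in the labels nor in the files.

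Each deposited peak has a position, a strand and a whole-number score given by the authors. The meaning of the score is not stated, and it was used only to rank, describe or filter peaks within a list. Read depth is unknown, so size was measured by the number of peaks and, as an alternative, by the base pairs they cover. Wilson intervals at 95% cover counting error over peaks alone, and neighbouring peaks on a transcript are not independent.

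The genome build is named neither in the labels nor in the files. Scaffold names in the HSPA8 lists belong to GRCh38. Peak positions were also set against nuclear tRNA genes of the RefSeq gene table for GRCh38.p14: 180 and 159 peaks of the HSPA1A lists and 176 and 56 of the HSPA8 lists lay on them. Shifting the gene positions by 1000 or 10000 bp either way left between 0 and 11. Coordinates are given 1-based on GRCh38. From 59792 genes in the table, 58998 on the 25 chromosomes were used.

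The gene table gives no strand, exons or sequence. Assignment of peaks to genes therefore ignored strand, although matching strand had been planned. The planned analyses of transcript regions and of base composition were not run. A peak was assigned by any overlap to the first matching class in the order Pol III, mitochondrial, rRNA, snRNA, snoRNA, other non-coding, protein-coding, and to the shortest gene of that class. Peaks with no gene were called intergenic, and peaks on unplaced scaffolds formed a class of their own. The Pol III class held 495 genes, of which 429 were nuclear tRNA genes. The other 66 were 5S rRNA, 7SK, 7SL, RMRP, RPPH1, U6, U6atac, Y RNA, vault RNA, BC200 and snaR genes.

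Overlap of a pair of lists was the percentage of peaks of the shorter list that shared at least 1 bp on the same strand with a peak of the other. It was compared with 1000 random placements of those peaks within gene bodies of the same chromosome (one-sided permutation test, smallest possible p 0.001). Peaks on scaffolds were placed between the outermost peaks of the scaffold. Within-bait and between-bait overlaps were compared by an exact permutation test over the 3 splits of the 4 lists into pairs. Values per library were compared between baits by an exact two-sided permutation test over the 6 orders of bait labels, with Benjamini-Hochberg adjustment over the gene classes. Neither exact test can give a p below 0.333, so the values and their spread carry the comparison. A common peak was a region supported by both replicates of a bait.

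Genes named in the text were set by rule before the data were examined. They are the bait genes, Pol III genes with a peak in at least 2 lists, the 5 tRNA genes with the highest mean score rank, the 10 other genes in all 4 lists with the highest mean score rank, and up to 5 genes per bait found in both its replicates and in neither list of the other bait. Names outside the rule are marked where they appear.

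Alternatives set before the data were examined were a stricter score, equal numbers of top-scoring peaks, a reciprocal overlap, strand ignored, removal of abundant RNAs, other placements, base pairs in place of peaks, merging of peaks within 50 bp, assignment by midpoint, each replicate left out, and the replicate number as a block. Added afterwards were the restriction to chromosomes listed in all 4 files, the use of a lone copy of the 45S and 5S repeats, a local shift of each peak by 100 to 500 bp, and counting tRNA pseudogenes. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The procedures were tested on simulated lists of 500 peaks. The set overlap was recovered within 0.20 percentage points, and of 100 lists placed at random 2 had a placement p at or under 0.05.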

Results

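RNA bound by tagged HSPA1A, a stress-inducible HSP70 chaperone, and by HSPA8, its constitutive relative, was mapped by FLASH-seq in HEK293 Flp-In T-Rex cells. Each bait had 2 biological replicates, and each replicate has its own peak list. The HSPA1A lists held 2744 peaks in replicate 1 and 2059 in replicate 2. The HSPA8 lists held 3131 peaks in replicate 1 and 2040 in replicate 2. Median peak width was 48 and 44 bp for HSPA1A and 57 and 51 bp for HSPA8. Peaks covered 166 and 106 kb for HSPA1A, and 229 and 124 kb for HSPA8. The authors' score per peak had a median of 10 and 13 in the HSPA1A lists and 10 and 22 in the HSPA8 lists. Its highest value lay between 3014 and 6560.

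The mean number of peaks was 2402 ± 484 (SD, n = 2) for HSPA1A and 2586 ± 771 (SD, n = 2) for HSPA8, a ratio of 1.08. This difference was smaller than the spread between replicates (exact permutation test, two-sided, p = 1). The lists differed in the sequences they cover: the HSPA8 lists included 353 and 617 peaks on unplaced scaffolds, and the HSPA1A lists included 0. On the 25 chromosomes present in all 4 lists, HSPA8 had 2100 ± 958 peaks (SD, n = 2) and the ratio fell to 0.875, which was the opposite direction. Leaving out HSPA1A replicate 2 or HSPA8 replicate 1 also turned the direction, with ratios of 0.942 and 0.850.

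The reproducibility of peaks was measured by overlap between the replicates of a bait. Of the 2059 peaks of HSPA1A replicate 2, 1495 (72.6%, 95% Wilson interval 70.6 to 74.5) overlapped a peak of replicate 1. Of the 2040 peaks of HSPA8 replicate 2, 1727 (84.7%, interval 83.0 to 86.2) overlapped a peak of replicate 1. Random placement gave 1.59% and 12.9% (permutation test, one-sided, p = 0.001 for each, the smallest that 1000 placements can give). The placement that moved this most was a shift of each peak by 100 to 500 bp, chosen after seeing the data. It gave 31.0% for HSPA1A and 59.3% for HSPA8, and the observed overlap still exceeded it (permutation test, p = 0.001 for each).

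Whether the baits bound different sites was examined by setting overlap between baits against overlap within baits. Across the 4 pairs of lists from different baits, overlap ranged from 58.3% to 65.5% with a mean of 62.2%. The within-bait mean was 78.6%, a difference of 16.4 percentage points (exact permutation over 3 splits, p = 0.333, the smallest possible). Restricting all lists to the shared chromosomes reduced the difference to 1.42 percentage points (exact permutation, p = 0.667). There, HSPA8 replicate 2 overlapped HSPA1A replicate 1 at 89.3% and HSPA1A replicate 2 at 89.9%, above its 81.7% with HSPA8 replicate 1. Scaffold peaks can only be shared between the HSPA8 lists. With scaffolds kept, the difference was 6.97 percentage points for equal numbers of top-scoring peaks and 2.39 for a reciprocal overlap (exact permutation, p = 0.333 and p = 0.667). It was 19.2 for the higher-scoring part of each list and 22.5 without abundant RNA genes (exact permutation, p = 0.333 for each). Removing abundant RNA genes took out rRNA genes on the chromosomes but left scaffold peaks in the HSPA8 lists. Abundant RNA may therefore remain there.

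**Figure D1:**
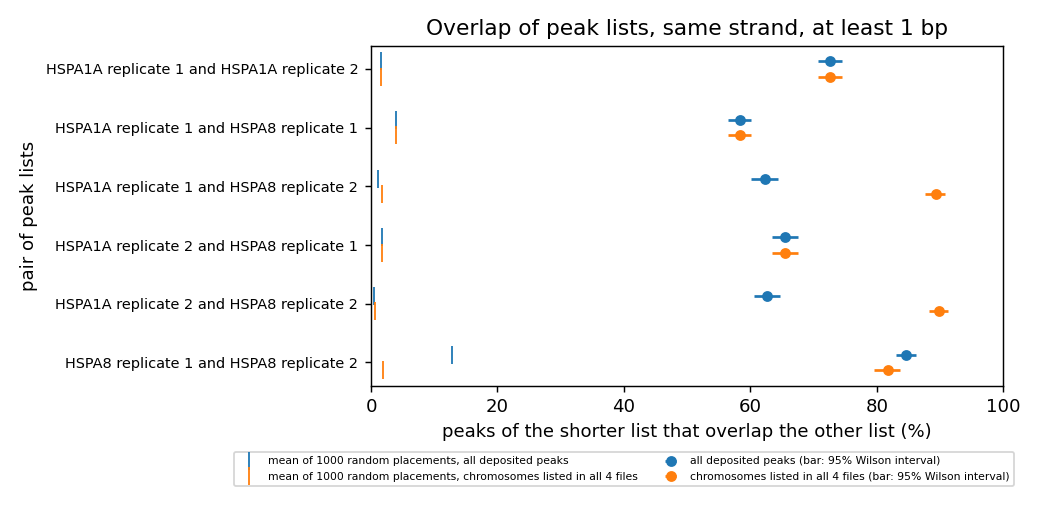
Percentage of peaks of the shorter list that overlap the other list (x axis) for the 6 pairs of lists (y axis), over all deposited peaks and over chromosomes listed in all 4 files; bars are 95% Wilson intervals and ticks are means of 1000 random placements. Pairs involving HSPA8 replicate 2 and an HSPA1A list rise from about 62.3% and 62.7% to 89.3% and 89.9% when scaffolds are left out.

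Common peaks, supported by both replicates, numbered 1176 for HSPA1A and 1033 for HSPA8. Of these, 778 HSPA1A regions (66.2%) overlapped a common peak of HSPA8, and 732 HSPA8 regions (70.9%) overlapped a common peak of HSPA1A. Without scaffolds HSPA8 had 807 common peaks, of which the same number, 732, were shared (90.7%). This left 75 common peaks of HSPA8 alone, against 301 with scaffolds, and 398 of HSPA1A alone.

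The series title concerns transcription by RNA polymerase III, so peaks on genes of this polymerase were counted. They made up 8.82% and 10.2% of peaks in the HSPA1A lists and 7.51% and 4.46% in the HSPA8 lists. Random placement gave at most 0.109% in any list, and the permutation test was at its smallest p of 0.001 (one-sided) in all 4. These genes cover little sequence and their RNAs are abundant, and no control bait was used here, so the excess does not separate binding from RNA abundance. The mean share was 9.53% ± 1.01 (SD, n = 2) for HSPA1A and 5.98% ± 2.15 (SD, n = 2) for HSPA8, a difference of 3.55 percentage points (exact permutation test, two-sided, p = 0.333, the smallest possible). It was 1.31 percentage points between the lists numbered 1 and 5.79 between those numbered 2. As a share of peaks on the shared chromosomes, the difference was 2.11 percentage points (exact permutation, p = 0.333). In the higher-scoring part of each list it was 2.27, and HSPA8 replicate 1, at 8.75%, exceeded HSPA1A replicate 2, at 7.96% (exact permutation, p = 0.667).

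Nuclear tRNA genes carried 180 and 159 peaks in the HSPA1A lists and 176 and 56 in the HSPA8 lists. Their mean share was 7.14% ± 0.822 (SD, n = 2) for HSPA1A and 4.18% ± 2.03 (SD, n = 2) for HSPA8 (exact permutation test, two-sided, p = 0.333; p = 0.667 in the higher-scoring part of each list). Of 429 tRNA genes, 174, 152, 175 and 56 carried a peak in HSPA1A replicates 1 and 2 and HSPA8 replicates 1 and 2. A peak was present in any list at 238 genes and in all 4 lists at 33. Genes with a peak fell into 41 anticodon groups, of which 6 had a gene in all 4 lists: aspartate GTC with 13 genes, asparagine GTT with 7, glycine GCC with 5, leucine AAG with 4, lysine TTT with 3 and valine TAC with 1. The 5 tRNA genes with the highest score rank were all aspartate GTC genes, with TRD-GTC2-3 and TRD-GTC2-5 tied for the last place and the former taken by name. TRD-GTC2-8 lies on chromosome 12 from 96036021 to 96036092, with scores of 354 and 360 in the HSPA1A lists and 96 and 57 in the HSPA8 lists. TRD-GTC2-1, TRD-GTC2-2, TRD-GTC2-3 and TRD-GTC2-4 lie on chromosome 1 and had nearly the same scores as TRD-GTC2-8. The peaks of all 5 genes are therefore uncertain between copies.

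All 17 5S rRNA genes on chromosome 1 carried a peak in each list. The genes RN7SK, RMRP, RPPH1, RNU6-1, RNU6-2, RNU6-7, RNU6-8, RNU6-9, RN7SL1 and RN7SL2 also carried a peak in all 4 lists, and RN7SL3 in 3. RN7SK, on chromosome 6 from 52995620 to 52995951, had a best score of 273 and 103 in the HSPA1A lists and 228 and 42 in the HSPA8 lists. RMRP, on chromosome 9 from 35657750 to 35658019, had 167 and 242 against 61 and 77. RNY1, RNY3, RNY4 and VTRNA1-2 had a peak in 2 lists each, VTRNA1-2 in both HSPA1A lists. Of 28 snaR genes, 19 and 10 carried a peak in the HSPA1A lists and 19 and 0 in the HSPA8 lists. BCYRN1 carried a peak in 0 of the 4 lists.

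**Figure D2:**
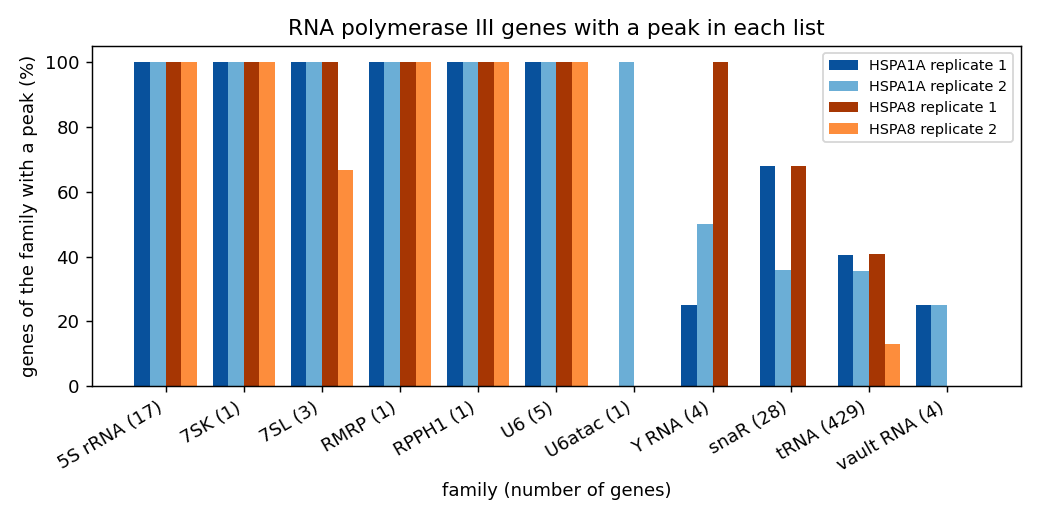
Percentage of the genes in each RNA polymerase III family that carried a peak (y axis), by family with its number of genes (x axis); each bar is a peak list. The 5S, 7SK, RMRP, RPPH1 and U6 genes reach 100% in every list, while HSPA8 replicate 2 covers 13.1% of tRNA genes against 35.4% to 40.8% in the other lists.

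The gene classes of all peaks were then compared. Protein-coding genes took 21.1% and 15.4% of peaks in the HSPA1A lists and 25.9% and 6.52% in the HSPA8 lists. rRNA genes took 10.9% and 21.1% in HSPA1A and 8.21% and 21.9% in HSPA8. Scaffold peaks, of which ribosomal DNA is a candidate source, are not counted in the rRNA class. They took 11.3% and 30.2% of the HSPA8 lists. Other non-coding genes, pseudogenes included, averaged 29.7% ± 5.56 (SD, n = 2) for HSPA1A and 22.4% ± 6.74 (SD, n = 2) for HSPA8. That difference of 7.26 percentage points fell to 1.70 on the shared chromosomes. Intergenic peaks averaged 17.9% ± 3.58 (SD, n = 2) for HSPA1A and 11.6% ± 0.554 (SD, n = 2) for HSPA8. Their difference of 6.30 percentage points exceeded the spread between replicates (exact permutation test, two-sided, p = 0.333, the smallest possible) and was 3.10 on the shared chromosomes (exact permutation, p = 0.667). Mitochondrial, snRNA and snoRNA genes averaged 3.24%, 3.27% and 2.13% for HSPA1A and 3.05%, 2.90% and 2.02% for HSPA8. Over the 9 classes the exact permutation p was at least 0.333 and the adjusted p at least 0.999. The mean differences in the mitochondrial, rRNA, snRNA, snoRNA and protein-coding classes were smaller than the spread between replicates. For protein-coding genes this depended on the peaks used: with equal numbers of top-scoring peaks the shares were 13.4% and 15.2% for HSPA1A and 10.3% and 6.52% for HSPA8 (exact permutation, p = 0.333). The baits also separated for snRNA with equal numbers, at 3.68% and 3.73% for HSPA1A and 3.58% and 3.43% for HSPA8. In the higher-scoring part of each list snoRNA separated, at 2.19% and 1.26% against 0.958% and 1.08% (exact permutation, p = 0.333 for each). On the shared chromosomes the mean differences of snRNA and snoRNA changed sign, to -0.525 and -0.638.

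**Figure D3:**
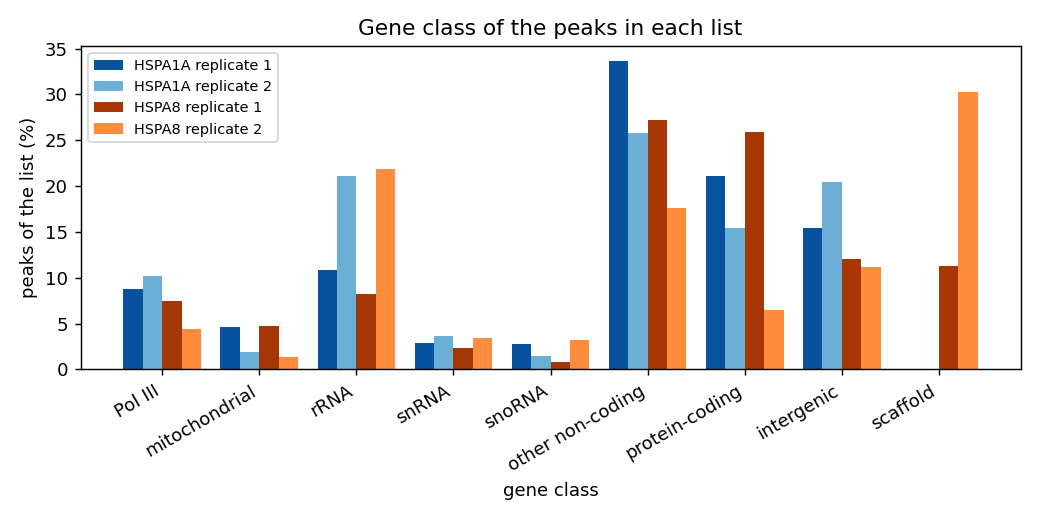
Percentage of peaks in each gene class (y axis) by class (x axis), with a bar per peak list. The rRNA share is 21.1% and 21.9% in the lists numbered 2, against 10.9% and 8.21% in those numbered 1, and scaffold peaks occur only in the HSPA8 lists.

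A peak was found in any list at 2412 genes, with 1400 and 933 genes in the HSPA1A lists and 1489 and 556 in the HSPA8 lists. Both replicates had a peak at 645 genes for HSPA1A and 420 for HSPA8, and 372 genes met this for both baits. With independent lists 112 would be shared, so the overlap was 3.31-fold (exact hypergeometric test, p = 1.52e-199 across genes, which are not independent replicates). Genes with peaks in both HSPA1A lists and neither HSPA8 list numbered 76, and the reverse held for 3. Groupings that ignore the bait gave 200 genes in both lists numbered 1 alone, 29 in both lists numbered 2 alone and 58 in the crossed pairs alone.

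Of the 10 genes outside the Pol III class with the highest mean score rank in all 4 lists, 8 were copies of ribosomal DNA on chromosome 21: RNA18SN1, RNA18SN2, RNA18SN3, RNA28SN1, RNA28SN2, RNA28SN3 and the annotated pseudogenes RNA18SP5 and LOC110467529. Their sequences are near-identical, so their peaks are uncertain between copies. In RNA18SN1 the best peak of HSPA1A replicate 1 lay from 8437962 to 8438063 with a score of 4622. The other genes were RNU1-4 on chromosome 1 and IGF2R on chromosome 6. The IGF2R peak lay on the minus strand from 160100727 to 160100806 in both lists numbered 2, with scores of 4424 for HSPA1A and 2133 for HSPA8. Because assignment ignored strand, this peak need not come from IGF2R RNA. Genes found with HSPA1A alone and ranked highest were TRN-GTT2-4, TRN-GTT2-2, TRE-TTC1-1, TRE-TTC1-2 and CDH18, with best scores between 7 and 32. However, 7 other asparagine GTT genes carried a peak in all 4 lists. TRN-GTT2-4 and TRN-GTT2-2 therefore do not show that asparagine GTT tRNA was found with HSPA1A alone. The 3 found with HSPA8 alone were SCARNA2, SCARNA13 and MTND5P11, with scores between 5 and 9. In MTND5P11 the peaks of the replicates lay on opposite strands.

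Peaks on the bait genes were counted because tagged baits come from a transgene. HSPA1A, on chromosome 6 from 31815543 to 31817942, carried 4 peaks in HSPA1A replicate 1, 1 in HSPA8 replicate 1 and 0 in both lists numbered 2, with scores of 5 to 8. Its near-identical neighbour HSPA1B carried 4 and 2 peaks in the same lists. HSPA8, on chromosome 11 from 123057489 to 123062462, carried 1 peak in HSPA1A replicate 1, 1 in HSPA8 replicate 1 and 2 in HSPA8 replicate 2. All of these HSPA8 peaks overlapped the snoRNA genes SNORD14C or SNORD14E inside it (named after their values were seen). The bait genes therefore do not check the labels.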

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

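The restriction to chromosomes listed in all 4 files, the use of a lone 45S and 5S copy, the local shift, the counting of tRNA pseudogenes and every setting of the region Jaccard index were chosen after seeing the data. Over 244 values under other settings, 197 kept their direction and their side of the threshold or stayed within the set range, 27 reversed and 20 moved. The excess of replicate overlap over placement and the excess of Pol III and tRNA peaks over placement had p = 0.001 (permutation test) under every setting. This is the smallest possible p, so it does not measure stability. The replicate excess, 71.0 percentage points for HSPA1A and 71.8 for HSPA8, ranged from 41.6 to 82.7 and from 25.3 to 79.9, lowest under the local shift. The tRNA excess of HSPA8 replicate 2 fell from 2.74 to 1.18 with the higher-scoring part of the list. It rose to 3.93 on the chromosomes of all 4 files and to 5.77 with a lone 45S and 5S copy. The exact tests between baits cannot go under 0.333, so an unchanged call there says nothing about stability. Read depth is unknown, which limits every count of peaks.

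The ratio of HSPA8 to HSPA1A peaks reversed to 0.883 with peaks within 50 bp merged, to 0.875 on the chromosomes of all 4 files and to 0.854 with a lone 45S and 5S copy. It ranged from 0.850 to 1.30 across the 4 comparisons that each left out a replicate. The ratio of base pairs covered was 1.30, in the direction of the main ratio (exact permutation, p = 0.667). The within-bait minus between-bait overlap reversed to -0.240 percentage points with a lone 45S and 5S copy. It was 1.42 on the chromosomes of all 4 files. With scaffolds kept, it was 2.39 with a reciprocal overlap and 6.97 with equal numbers of peaks. Also with scaffolds, it was 19.2 with the higher-scoring part of each list and 22.5 without abundant RNA genes. It ranged from 10.1 to 24.4 when a replicate was left out.

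With the higher-scoring part of each list, fewer peaks remain by construction. Common peaks fell to 667 for HSPA1A and 565 for HSPA8, and 450 of the former were shared. No common peak of the other bait overlapped 217 of HSPA1A and 175 of HSPA8. Without abundant RNA genes, but with scaffold peaks kept, common peaks numbered 692 for HSPA1A and 685 for HSPA8. Of the former, 423 were shared. On the chromosomes of all 4 files 75 of HSPA8 overlapped no common peak of HSPA1A. With a lone 45S and 5S copy HSPA8 had 600, of which 70 overlapped none. Genes with peaks in both replicates fell to 319 for HSPA1A, 193 for HSPA8 and 191 for both baits with the higher-scoring part, with 29 of HSPA1A alone and 0 of HSPA8 alone. Genes of HSPA8 alone numbered 1 with equal numbers of peaks and 0 with a reciprocal overlap. Leaving out a replicate gives no common peaks.

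The bait difference in class shares, HSPA1A minus HSPA8 in percentage points, reversed in several classes, and the cause was not tested beyond the change of denominator when scaffolds are left out. The mitochondrial difference was -0.0980 with equal numbers of peaks, -0.405 on the chromosomes of all 4 files and -0.621 with a lone 45S and 5S copy, and from -1.48 to 1.87 with a replicate left out. For the same last settings, rRNA gave -4.34 and -3.14, and from -5.92 to 7.79. snRNA gave -0.525 and -1.14, and from -0.165 to 0.903. snoRNA gave -0.638 and -1.38, and from -1.06 to 1.27. Protein-coding gave -1.0 and -1.43, and from -7.62 to 11.7. From 2.05 in the main setting it rose to 4.98 with the higher-scoring part of each list and 5.86 with equal numbers of peaks (exact permutation, p = 0.333 for each). The scaffold difference ranged from -30.3 to -11.3 with a replicate left out. Other non-coding kept its sign but fell to 1.70 on the chromosomes of all 4 files and 0.831 with a lone 45S and 5S copy, and ranged from 2.49 to 12.0. Intergenic kept its sign, from 3.10 on the chromosomes of all 4 files to 8.83 with HSPA1A replicate 1 left out. The Pol III difference ranged from 2.03 to 5.07 and the tRNA difference from 1.52 to 4.40. With the higher-scoring part of each list they were 2.27 and 2.16, and the baits no longer separated (exact permutation, p = 0.667 for each).

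The labels name no day or batch shared by libraries of a replicate number, so the libraries share a number only. Deviations of same-numbered lists from their bait mean correlated at 0.0589 over 4136 regions and at 0.653 over 9 gene classes, neither of which are independent replicates. With the replicate block, the ratio of peaks was 1.06 (exact sign-flip permutation, p = 1). The Pol III difference was 3.55 (exact sign-flip permutation, p = 0.5, the smallest possible). Other non-coding genes also reached this p, with differences of 6.42 and 8.09 between the lists numbered 1 and 2. So did snRNA, at 0.479 and 0.260, but on the shared chromosomes its differences were 0.179 and -1.23. Without the block p was 0.667 for each of these classes (exact permutation). No call changed, which says little because this p cannot go under 0.5. Transcript regions and base composition were not analysed under any setting, since the gene table gives no exons or sequence, and ignoring strand is no alternative for gene assignments, which had to ignore it.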

Other observations

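The tests of the Jaccard index, of a shared batch, of the 5S copies and of several ribosomal DNA copies per scaffold were chosen after the results were seen. The other tests were written down before.

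On average, lists of the same replicate number shared more of their regions than lists of the same bait. The Jaccard index, regions in both lists over regions in either, was computed on chromosomes of all 4 files. It was 0.354 and 0.495 for the pairs of lists numbered 1 and 2, against 0.353 for HSPA1A and 0.266 for HSPA8. Over all deposited peaks the excess of the index was smaller, 0.0449, and the pair numbered 1, at 0.330, lay below the HSPA1A pair at 0.353. The overlap percentage did not show this order on those chromosomes, at 74.1% for the same number and 77.2% for the same bait. Over all deposited peaks a reciprocal overlap did show it, at 53.4% and 51.9%. On the chromosomes of all 4 files, regions found only in the pair numbered 1 numbered 385 and only in the pair numbered 2 numbered 70, against 96 only in the HSPA1A pair and 2 only in the HSPA8 pair. With scaffolds kept, the HSPA8 pair alone had 228. Unequal list lengths argue the wrong way: with 1423 top-scoring peaks from each list the excess of the index rose from 0.115 to 0.190. It was 0.238 with the higher-scoring part of each list, so peaks near the threshold do not account for it either. Without abundant RNA genes and scaffolds it was 0.120, but the pair numbered 1, at 0.288, hardly exceeded the HSPA1A pair at 0.285, so a part for these RNAs stays open. A batch shared by libraries of a number may be involved. The correlation of deviations was 0.0589, but no label gives a batch, so number and batch cannot be told apart. With 3 possible splits no test can go under 0.333, and no biological explanation was tested.

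Scaffold peaks occurred in the HSPA8 lists alone. Copies of ribosomal DNA are a candidate source: 39.5% of the 970 scaffold peaks had a chromosome 21 peak at the most frequent offset, on the same strand and with a score within 10%. This fell short of the majority set beforehand. The same search gave 1.24% with the starts on each scaffold mirrored and at most 1.44% in 100 draws of random starts. Allowing 3 offsets per scaffold, since a scaffold may hold several copies, gave 74.7%, against 2.27% mirrored and at most 2.58% at random. These controls were chosen after the match was seen. Of the 221 chromosome 21 peaks matched at the most frequent offset, 99.1% also overlapped an HSPA1A peak. This argues against a bait difference at those sites. A difference in the sequences used for mapping or listing stays open and was not tested.

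Peaks on Pol III genes lay in regions found in all 4 lists more often than protein-coding peaks, by 15.4 percentage points on average over the lists. Within bins of equal score rank the mean difference was 3.25 percentage points, above 0 in 10 of 16 bins. That mean leans on HSPA8 replicate 2, whose bins gave 26.1, 29.7, 9.38 and 0, against 17.6 over all its peaks. In the other lists the bins ranged from -24.7 to 11.5, against 10.5 to 19.6 over all their peaks. Higher scores may therefore account for much of the difference in those lists, but not evidently in HSPA8 replicate 2. The bins went both ways, so the explanation stays open. Pol III genes in all 4 lists include repeated copies, among them 17 5S genes and 13 aspartate GTC genes. Each copy was counted, and the effect of this on the difference was not tested.

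Protein-coding peaks took a larger share in replicate 1 than in replicate 2, by 5.70 percentage points for HSPA1A and 19.4 for HSPA8. With the higher-scoring part of each list the difference was -2.64 for HSPA1A and 2.48 for HSPA8, with a mean of -0.0800. Peaks near the threshold may account for the HSPA1A difference and for much of the HSPA8 difference, but the baits went opposite ways and the explanation stays open.

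The 16 copies of the 5S rRNA gene that had exactly 1 peak had near-identical scores, from 528 to 546 in HSPA1A replicate 1 and from 281 to 283 in HSPA1A replicate 2. The highest variance over mean in a list was 0.0900, far under counting noise if the score is a count. Reads counted at several copies could give this. Since the meaning of the score is not stated, the test leaves it open, and numbers of peaks in repeated genes may overstate the number of separate sites.

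Proline tRNA genes with a peak numbered 0 in HSPA1A replicate 1, and 18, 16 and 18 in HSPA1A replicate 2, HSPA8 replicate 1 and HSPA8 replicate 2. Methionine tRNA genes of the TRM-CAT group numbered 8 in both lists numbered 1 and 0 in both lists numbered 2. Those of the TRX-CAT group numbered 8 in each HSPA1A list, 2 in HSPA8 replicate 1 and 0 in HSPA8 replicate 2. Best scores were low: 8 to 14 on the proline genes, 5 to 11 on TRM-CAT and 7 to 16 on TRX-CAT. Many genes of a group had the same score in a list. These counts may therefore repeat a weak signal over similar copies. Outside ribosomal DNA, the 3 highest scores were at the same places in both lists numbered 2: chromosome 12 from 66057596 to 66057679, the IGF2R peak, and chromosome 15 from 77618530 to 77618607 in LOC105370906 and LINGO1. By the same ranking, outside ribosomal DNA, their ranks from the top were 1, 12 and 27 in HSPA1A replicate 1 and 4, 30 and 37 in HSPA8 replicate 1. These places were chosen after their values were seen, and no explanation was tested.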
